A study of Drosophila melanogaster with 21 samples.

How the data were processed

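RNA from Drosophila melanogaster embryos was measured in 21 samples. Total RNA came from 4 genotypes with 3 replicates each: wild type, Top3b26, Y332F and delRGG. RNA immunoprecipitation followed by sequencing (RIP-seq) gave 9 samples, of which 6 carried Top3b fused to eGFP and 3 carried the Y332F form of that fusion. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, RNA was extracted with Trizol, libraries were made with a Lexogen CORALL total RNA kit, and paired-end sequencing was done on an Illumina NovaSeq instrument. The aligner, counting tool, annotation release, genome build and strand setting were not stated, so no coordinates are given.

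For total RNA, the authors deposited whole-number counts per gene and per transposable element copy, with no normalization. The table held 23932 features, of which 17869 were FlyBase genes and 6063 were transposable element copies. Total counts per sample ran from 22400118 to 31125584. Because the counting settings were not stated, values of transposable element copies, paralogs and overlapping or antisense genes are uncertain. It is not known whether reads of one molecule were collapsed, so counts may not be independent molecules. A floor of 3 counts therefore covers counting error alone.

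For RIP-seq, the authors deposited a normalized signal per transcript, called normalized counts per the labels; how it was normalized was not stated. The table held 4928 transcripts of 2168 genes. Every gene had at least 2 transcripts, and every transcript reached 10 in at least 6 of the 12 value columns, so the table had been filtered on abundance. Another 3 value columns matched no sample and were not used here. One column of each group was matched to its sample by number and elimination, because the label gives a bare number. The values were not whole, and reads behind them are unknown. The column sums of the 9 samples used ran from 1414940 to 3429210.

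Gene symbols came from a supplied FlyBase table, which matched 17790 of the FlyBase genes (99.6%). Gene span, introns included, and gene order were taken from a supplied RefSeq gene table of assembly Release 6 plus ISO1 MT. Span was found for 99.6% of the tested FlyBase genes in total RNA and 2159 of the 2168 RIP genes.

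Counts were tested with edgeR 4.0.16 in R 4.3.3. Features passing filterByExpr (minimum count 10) were kept, TMM factors were applied, and the quasi-likelihood test was run on all 12 samples with genotype as the sole factor. Of the features, 10238 were tested, made up of 10001 genes and 237 transposable element copies. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a feature was called at an adjusted p-value under 0.05. The standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic. CPM values used TMM-scaled library sizes.

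The RIP signal was tested with limma 3.58.1 (lmFit, then eBayes with trend) on log2(value + 1) for genes with a mean of at least 10. Fold changes are on that scale, which understates the change of low genes. The design fixed before the data were examined assumed values per gene that shared one scale. The table turned out to hold transcripts on differing scales, so transcripts were summed per gene and each sample was divided by its median ratio to the gene geometric means, with factors from 0.60 to 1.67. This departure was chosen after seeing the column sums and before any RIP test, and the count without scaling is given beside the main one. RIP and total RNA tables were normalized separately, and no gene was tested across them.

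The genes named were set by a rule fixed at the same time as the design. They are Top3beta, then up to 3 largest rises and 3 largest falls per comparison with wild type and for RIP, and 1 of each between mutants. Each had an adjusted p-value under 0.05, groups that did not overlap, and a mean of at least 1 CPM or a RIP value of 50. Up to 3 genes called in all 3 mutants with the smallest of their largest adjusted p-values were added.

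The alternatives fixed before the data were examined were DESeq2 1.42.0, other normalizations and filters, fits of the compared groups alone, a replicate block, each replicate left out in turn, a 2-fold minimum, and for RIP other pseudocounts, quantile normalization and subsets of the Top3b-eGFP samples. Replicate numbers are shared between groups in the titles, which is where the pairing for the block comes from. The labels do not say that equal numbers mark a common collection. A marker score covariate, thinned libraries, other RIP scalings, single transcripts and a correction for gene span were added after seeing the data. Gene lists were tested with camera from limma, and plots were drawn with matplotlib 3.10.9.

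The tests were run on simulated data with 200 changed features. edgeR recovered 61.5% of them among 10238 features, with 4 false calls in 127. DESeq2 recovered 65% among the same 10238, with 23 false calls in 153, or 15%, above the 10% limit set beforehand for the simulation. limma recovered 96% among 2168 RIP genes, with 12 false calls in 204. The changes set were 2- or 4-fold for total RNA and 1.5 on the log2 scale for RIP. Noise was drawn independently for each feature and sample. Real features are not independent and most RIP calls were under 2-fold, so these rates need not hold for the real data.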

Results

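Topoisomerase 3 beta (Top3beta in FlyBase, FBgn0026015) is an enzyme that acts on RNA as well as DNA. The series concerned its RNA targets and the effect of losing its enzymatic activity. Total RNA was sequenced from embryos of 4 genotypes, with 3 replicates each. These were wild type, the allele Top3b26, the allele Y332F, named for a tyrosine to phenylalanine change, and delRGG, labelled as lacking the RGG part of the protein. RNA bound by eGFP-tagged protein was isolated by immunoprecipitation from embryos in 6 Top3b-eGFP samples and 3 Top3b-Y332F-eGFP samples.

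Total RNA counts per sample ranged from 22400118 in Top3b26 replicate 2 to 31125584 in Top3b26 replicate 1. The 10 most counted features took between 4.78% and 6.59% of the counts of a sample. No library was a copy of another. The chi-square per degree of freedom between replicates of one genotype was between 11.5 and 115, and Pearson's r of their log2 CPM across features was between 0.934 and 0.992. The lowest r was that of delRGG replicates 1 and 3.

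The first principal component held 74.2% of the variance. Wild-type replicates 1 to 3 lay at -62.95, -84.3 and -148.2, and Top3b26 replicates at 53.5, 115 and 88.8. Y332F replicates lay at 33.2, 62.0 and 17.4. The delRGG replicates spread from -87.5 through -28.5 to 41.8, from among the wild-type samples to among the Y332F samples. The wild-type columns of the deposited table carry another letter than the columns of the mutants. If that letter marks a library set, the set and the genotype cannot be told apart.

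**Figure D1:**
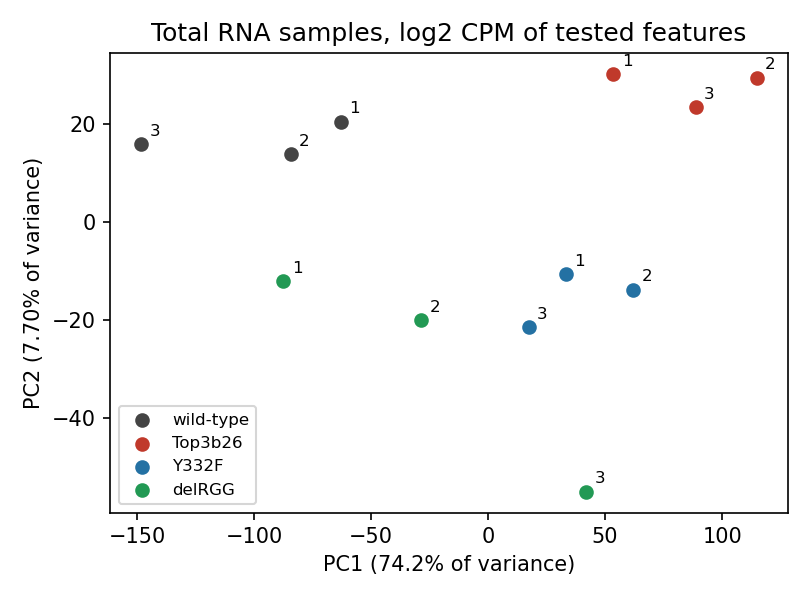
The 12 total RNA samples on the first (74.2% of variance) and second (7.70%) principal components of log2 CPM, in component units; points are samples, colours genotypes and digits replicate numbers. Wild-type samples lie at -62.95 or below and Top3b26 samples at 53.5 or above on the first component, while delRGG samples run from -87.5 to 41.8.

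The targeted gene was examined first as a check of the labels. Top3beta had 2970, 2881 and 2427 counts in the wild-type replicates and 725, 446 and 539 in the Top3b26 replicates. Its level was 114 ± 17 CPM in wild type and 22.1 ± 1.11 CPM in Top3b26 (SD, n = 3 each), or 19.4% of wild type. The log2 fold change was -2.37 (SE 0.13, edgeR adjusted p 1.12e-06). Top3beta stood at 125 ± 19.1 CPM in Y332F (SD, n = 3) and 134 ± 8.35 CPM in delRGG (SD, n = 3). These differed from wild type by 0.13 (edgeR adjusted p 0.418) and 0.23 (edgeR adjusted p 0.285) on the log2 scale, within the spread between replicates.

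**Figure D2:**
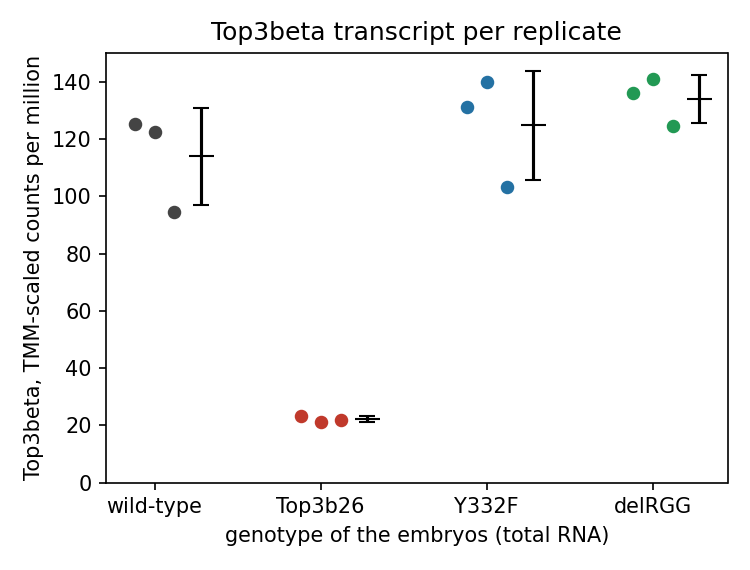
Top3beta in CPM, TMM-scaled, for each total RNA replicate (points) by genotype, with the mean and SD of 3 replicates (bars). The Top3b26 replicates lie between 21.2 and 23.3, below every replicate of the other genotypes, the lowest of which is 94.5.

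The comparison of Top3b26 with wild type addressed the effect of reduced Top3beta transcript on embryonic RNA. In this comparison 5849 of 10238 features were called, 2401 higher and 3448 lower in Top3b26, and 6403 had an unadjusted p-value under 0.05. At 2-fold or more, 173 were higher and 2991 lower. The share of higher calls was 41% and became 30.8% with total-count normalization, which placed the median log2 fold change at -0.13. The alternative that moved the count most was a model with a marker score of late embryonic genes as covariate, added after seeing the data, under which 271 features were called. Of the 237 transposable element copies tested, 9 were higher and 145 lower, with a median log2 fold change of -2.00. Reads of such copies can be shared, so the assignment to single copies is uncertain.

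The largest rises in Top3b26 were those of lncRNA:CR40469 (FBgn0058469), the flea copy flea{}152 (FBti0019077) and CG5568 (FBgn0035641). lncRNA:CR40469 stood at 528 ± 93.5 CPM against 0.943 ± 0.191 in wild type (SD, n = 3 each), a log2 fold change of 9.12 (SE 0.29, edgeR adjusted p 7.3e-09). flea{}152 rose by 6.55 (SE 0.44, edgeR adjusted p 4.1e-06) and CG5568 by 6.42 (SE 0.21, edgeR adjusted p 7.3e-09). The largest falls were those of CG30428, CG7408 and CG31445. CG30428 (FBgn0050428) had 0 counts in all Top3b26 replicates and 6.48 ± 2.04 CPM in wild type (SD, n = 3), at least 45.6-fold lower (edgeR adjusted p 5.47e-06). CG7408 (FBgn0036765) was at least 34.5-fold lower (edgeR adjusted p 3.41e-06) and CG31445 (FBgn0051445) at least 91.8-fold lower (edgeR adjusted p 5.25e-05).

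The comparison of Y332F with wild type addressed a change of the protein at an unreduced transcript level. It called 4449 features, 1566 higher and 2883 lower, of which 121 and 2503 reached 2-fold. The share of higher calls was 35.2%, 24.4% with total-count normalization and 58.1% without Y332F replicate 2, where higher calls became the majority. Same-numbered Y332F and wild-type replicates deviated together with a mean correlation of 0.273, and with the replicate number as a block 4657 features were called. The late marker score reduced the count to 363. lncRNA:CR9284 (FBgn0046297) had 0 counts in wild type and 2.95 ± 0.987 CPM in Y332F (SD, n = 3), at least 23.1-fold higher (edgeR adjusted p 0.000849). lncRNA:CR40469 rose by 8.78 (SE 0.29, edgeR adjusted p 2.51e-08), and CR41379 (FBgn0085784) was at least 21.7-fold higher (edgeR adjusted p 0.000836). CG13073 (FBgn0036577) was at least 44.5-fold lower (edgeR adjusted p 0.00121), and the Quasimodo copy FBti0061663 at least 21.7-fold lower (edgeR adjusted p 0.00152). Cyp4p2 (FBgn0033395), which has a neighbouring paralog, stood at 0.198 ± 0.0329 CPM in Y332F against 67.1 ± 4.89 in wild type (SD, n = 3 each; log2 fold change -8.37, edgeR adjusted p 4.07e-06).

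The comparison of delRGG with wild type called 601 features, 325 higher and 276 lower, of which 72 and 154 reached 2-fold. The share of higher calls was 54.1%, and the majority changed to lower calls with total-count normalization (47.9% higher), with the compared groups fitted alone (39.2%), with the late marker score (38.1%), at 2-fold or more (31.9%) and without delRGG replicate 1 (35.8%). Same-numbered delRGG and wild-type replicates had a mean correlation of deviations of -0.494, and the fit with the replicate block called 672 features. Fitted on the delRGG and wild-type samples alone, 74 were called, 29 higher and 45 lower. lncRNA:CR9284 was at least 16.4-fold higher (edgeR adjusted p 0.00204) and CR41379 at least 15.3-fold higher (edgeR adjusted p 0.00237). CG5568 rose by 6.26 (SE 0.21, edgeR adjusted p 4.63e-08). CG13073 was at least 46.2-fold lower (edgeR adjusted p 0.00313) and narya (FBgn0031018) at least 141-fold lower (edgeR adjusted p 1.28e-05). CG31445 changed by -6.15 (SE 0.69, edgeR adjusted p 0.000565).

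Direct tests between mutants addressed whether the alleles differed from one another. Y332F and Top3b26 differed in 744 features, 323 higher and 421 lower in Y332F. delRGG and Top3b26 differed in 2897, 1776 higher and 1121 lower in delRGG. delRGG and Y332F differed in 252, 132 higher and 120 lower in delRGG. The share of higher calls there was 52.4%, and 63.4% with total-count normalization. It was 49.1% with DESeq2, 45% with RLE normalization and 44.9% with libraries thinned to equal totals. With the replicate block it was 50%, with 138 calls in each direction. Which direction held the majority also changed in fits that left out one replicate: to 56% higher for Y332F and Top3b26 without Y332F replicate 2, to 47.4% and 48.6% for delRGG and Top3b26 without Top3b26 replicates 2 and 3, and to 47.9%, 40.3% and 42.5% for delRGG and Y332F without Y332F replicates 1, 2 and 3. For Y332F and Top3b26 it also changed without Top3b26 replicates 1, 2 and 3, to 52.1%, 51.2% and 52.2% higher, with no filter (52.8%), at 2-fold or more (53.7%) and with thinned libraries (50.1%). For the replicate block, same-numbered samples correlated at 0.181 for Y332F and Top3b26, with 794 calls, and at 0.212 for delRGG and Top3b26, with 2905 calls. CG30428, with 0 counts in Top3b26, was at least 33.2-fold higher in Y332F (edgeR adjusted p 8.97e-06) and at least 68.3-fold higher in delRGG (edgeR adjusted p 4.1e-06). lncRNA:CR43656 (FBgn0263665) was lower in Y332F than in Top3b26, by at least 27.8-fold (edgeR adjusted p 0.000425). lncRNA:CR40469 was at 0.965 ± 0.461 CPM in delRGG (SD, n = 3), below Top3b26 by a log2 fold change of -9.11 (edgeR adjusted p 8.42e-09) and below Y332F by -8.77 (edgeR adjusted p 4.66e-08). The Quasimodo copy FBti0061663 was at least 11.7-fold higher in delRGG than in Y332F (edgeR adjusted p 0.00685). Top3beta was higher than in Top3b26 in both Y332F (2.50, edgeR adjusted p 8.06e-07) and delRGG (2.60, edgeR adjusted p 6.05e-07), and did not differ between these 2 (0.10, edgeR adjusted p 0.65).

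**Figure D3:**
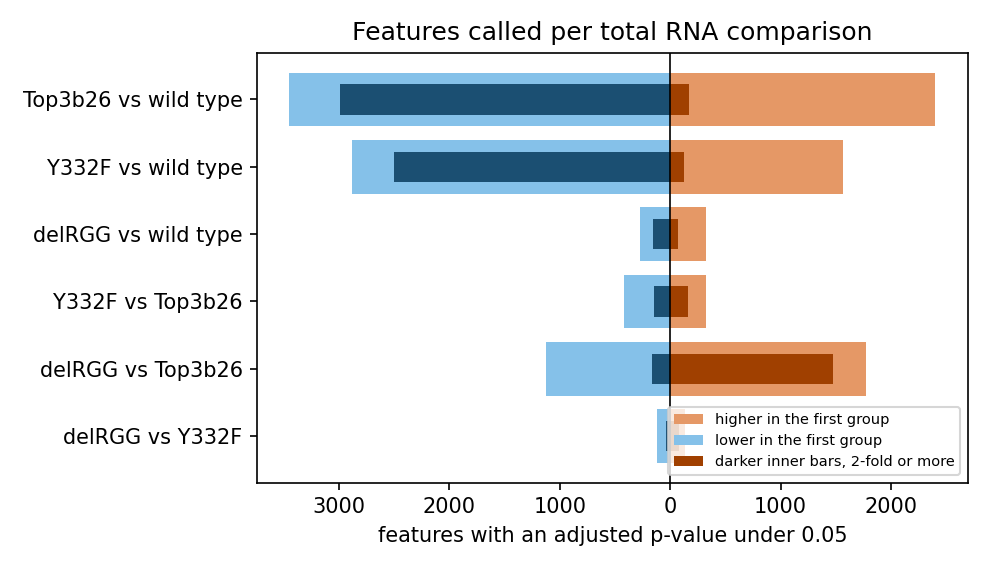
Features with an adjusted p-value under 0.05 in each of the 6 total RNA comparisons; bars to the right count features higher in the first-named group, bars to the left those lower, and darker inner bars those changed 2-fold or more. Lower calls at 2-fold or more number 2991 in Top3b26 and 2503 in Y332F against wild type, and 154 in delRGG.

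To find changes common to the alleles, features called in each mutant against wild type in one direction were counted. There were 362, 220 higher and 142 lower, of which 31 and 81 reached 2-fold in each mutant. The 3 comparisons share the wild-type samples and are not independent. The share of higher features was 60.8%, 49.7% with total-count normalization, 47.5% with the late marker score, 35.8% with the compared groups fitted alone, 27.7% at 2-fold or more and 33.3% without delRGG replicate 1. Top3b26 and Y332F shared 3855 called features, 3796 of them in the same direction, and Pearson's r across features of their log2 fold changes was 0.891. The corresponding r was 0.699 for Top3b26 and delRGG and 0.791 for Y332F and delRGG. Features are not independent replicates. CG5568, phr6-4 (FBgn0016054) and Gnptab (FBgn0033392) had the smallest of the largest adjusted p-values. CG5568 stood at 1.05 ± 0.359 CPM in wild type, 90.0 ± 5.88 in Top3b26, 94.5 ± 10.8 in Y332F and 80.3 ± 10.7 in delRGG (SD, n = 3 each). phr6-4 stood at 7.99 ± 0.971 CPM in wild type and at 84.6 ± 3.97, 85.01 ± 7.59 and 92.8 ± 13.4 in Top3b26, Y332F and delRGG (SD, n = 3 each), with edgeR adjusted p-values of 3.86e-08, 6.62e-08 and 9.34e-08. Gnptab stood at 4.51 ± 0.925 CPM in wild type and at 51.9 ± 2.15, 47.6 ± 4.69 and 40.9 ± 2.65 in the mutants in that order (SD, n = 3 each), with edgeR adjusted p-values of 7.1e-08, 1.6e-07 and 3.65e-07.

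The RIP comparison addressed whether the Y332F change alters which RNAs are recovered with the protein. Column sums of the deposited values ranged from 1414940 to 3429210. Pearson's r of log2 values across genes was 0.915 to 0.971 within Top3b-eGFP, 0.951 to 0.983 within Top3b-Y332F-eGFP and 0.836 to 0.958 between the groups. After scaling, 645 of 2168 genes were called by limma, 282 higher and 363 lower in the Y332F form, and 941 had an unadjusted p-value under 0.05. With the deposited values left unscaled, as the design fixed beforehand had it, 25 genes were called. Scaling by column sums gave 593, with higher calls in the majority (53.1%, against 43.7%). The groups did not overlap in 522 of the called genes. With 3 samples against 6, chance separates the groups of an unselected gene in 2 of 84 arrangements. The called genes were selected for a group difference, so that rate is no yardstick for the 522. Column names place 1 sample of each group in another naming series, and without these the remaining samples gave 216 calls. The 2 samples of that series were too few for a test of their own.

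RpL10 (FBgn0024733) had the largest rise, from 4953 ± 1840 (SD, n = 6) to 15190 ± 5430 (SD, n = 3) in scaled RIP values, a log2 fold change of 1.63 (SE 0.29, limma adjusted p 0.00421). CG15715 (FBgn0036538) rose by 1.59 (SE 0.27, limma adjusted p 0.00401). Bsg (FBgn0261822) rose by 1.62 (SE 0.51, limma adjusted p 0.0312), and was no longer called in 9 of its alternatives. shot (FBgn0013733) changed by -2.18 (SE 0.38, limma adjusted p 0.00401), r (FBgn0003189) by -1.90 (SE 0.38, limma adjusted p 0.0058) and Smr (FBgn0265523) by -1.84 (SE 0.35, limma adjusted p 0.00467). For shot, Top3b-eGFP samples 1 to 3 (364 to 822) lay below samples 4 to 6 (832 to 1351). The same held for r (297 to 461 against 619 to 1032), while for Smr these ranges overlapped. For Smr, samples 1 and 2 (2059 and 1507) lay below samples 3 to 6 (3183 to 5430). The size of the falls of shot, r and Smr thus depends on the samples used. The labels give no factor that separates these samples, though the columns of samples 3 to 5 are numbered in sequence. Top3beta itself stood at 8263 ± 1970 (SD, n = 6) in Top3b-eGFP and 6998 ± 586 (SD, n = 3) in the Y332F form, a difference that was not called (-0.21, limma adjusted p 0.498). Top3b-eGFP samples 4 to 6 (9353 to 10890) lay above every Y332F sample (6322 to 7368). Samples 1 to 3 (5409 to 7486) overlapped the Y332F samples.

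Genes lower in the Y332F RIP were longer. Their median gene span, introns included, was 10.8 kb, against 3.06 kb for the higher genes and 4.47 kb for genes not called. Across genes, Spearman's rho of the log2 fold change with span was -0.38. The slope of log2 level on log2 span was -0.086 ± 0.019 (SD, n = 3) in the Y332F form and 0.043 ± 0.0575 (SD, n = 6) in Top3b-eGFP. The difference of -0.129 gave a two-sided exact permutation p of 0.0238, where the smallest possible was 0.0119. The only other arrangement to reach that size set Top3b-eGFP samples 3 to 5 (slopes 0.093, 0.0837 and 0.0934) against all others. The p-value thus does not set the genotype apart from a difference within Top3b-eGFP. This test was not in the design fixed beforehand.

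**Figure D4:**
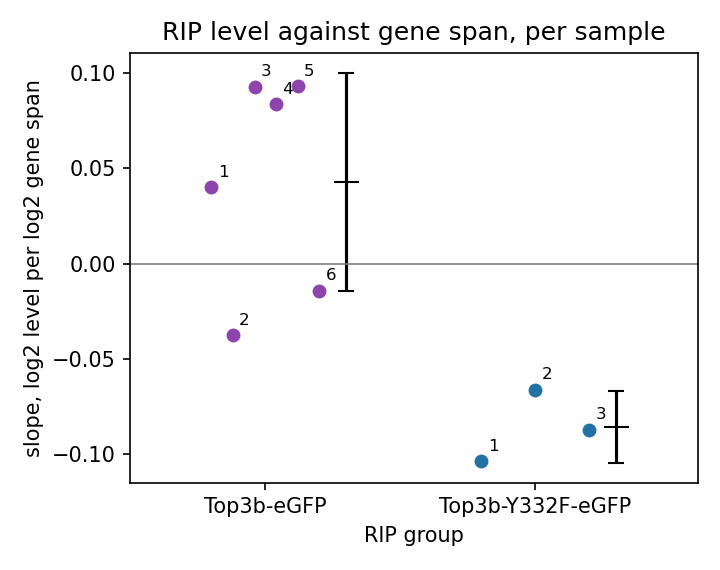
Slope of log2 scaled RIP level, relative to the gene mean, on log2 gene span for each RIP sample (points, numbered by replicate), with the mean and SD of each group (bars). The 3 Y332F samples lie between -0.104 and -0.0664 and the 6 Top3b-eGFP samples between -0.0378 and 0.0934.

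RIP levels followed RNA abundance in part. Across 2141 genes, Spearman's rho between the mean log2 RIP level of Top3b-eGFP and the mean log2 CPM of wild-type total RNA was 0.736. Single Top3b-eGFP samples gave 0.682 to 0.770 (SD 0.0334, n = 6). The tables were normalized separately, so this compares ranks within each.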

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

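The Top3beta decrease in Top3b26 kept its direction and its side of the threshold under every alternative run, with log2 fold changes from -2.49 to -2.22 across the 6 fits that each left out one replicate. The correlation of RIP with total RNA levels stayed within 1 SD of its value under all alternatives, from 0.727 to 0.745 with one sample left out.

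The counts of called features were less stable, and where a cause is not named below it was not tested. Leaving out one replicate in turn gave 4587 to 6070 calls for Top3b26 against wild type and 1969 to 4412 for Y332F. For delRGG against wild type it gave 355 to 944. Between mutants the ranges were 406 to 520 for Y332F and Top3b26, 849 to 4821 for delRGG and Top3b26, and 119 to 1566 for delRGG and Y332F. Features called in all 3 mutants ran from 191 to 699 over 12 such fits, and RIP calls from 329 to 787 over 9. Counts that involve delRGG rest on replicates that differ widely.

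In the order Top3b26, Y332F and delRGG against wild type, then Y332F with Top3b26, delRGG with Top3b26 and delRGG with Y332F, a 2-fold minimum left 3164, 2624, 226, 307, 1636 and 121 calls, with 112 in all 3 mutants. The late marker score gave 271, 363, 373, 780, 809 and 415, with 61 in all 3. It kept 254 of the 5849 and 346 of the 4449 original calls. A mean of at least 50 counts gave 3684 for Top3b26, 2876 for Y332F and 1916 for delRGG with Top3b26. Fitting the compared groups alone gave 74 for delRGG against wild type, 1332 for delRGG with Top3b26, 106 for delRGG with Y332F and 53 in all 3 mutants. DESeq2 gave 1148 for delRGG against wild type, 872 for delRGG with Y332F and 714 in all 3 mutants; 23 of its 153 calls on simulated counts were false, so some of these may be too.

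With the replicate block, Top3b26 against wild type gave 6185 calls, where same-numbered samples correlated at 0.0309. The block gave 276 for delRGG with Y332F (correlation -0.0123) and 418 in all 3 mutants (correlation over the 4 groups 0.0318).

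The RIP count depended on scaling and on the samples used. Without scaling it was 25, since column sums differ between samples of one group, and with transcripts tested singly 37. Scaling by column sums gave 593, of which 53.1% were higher, against 43.7% in the reported count. With Top3b-eGFP samples 1 to 3 it was 187, and with samples 4 to 6 it was 890. The replicate block over samples 1 to 3 gave 114, where same-numbered samples correlated at -0.0826, and 60 with the trend on gene span also removed. Leaving out the sample of each group whose column has another naming series gave 216, and a 2-fold minimum 138.

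Among the named genes and Top3beta in the other comparisons, 677 of 692 alternative values kept direction and side of the threshold, 11 were weaker, 0 stronger and 4 reversed. The weaker ones were 9 of Bsg and 2 of RpL10. All reversals were of Top3beta differences that were not called. Between delRGG and Y332F its log2 fold change ran from -0.0257, without Y332F replicate 3, to 0.143 across the fits that each left out one replicate. In the RIP it became 0.0907 with Top3b-eGFP samples 1 to 3, 0.0907 with the block and 0.0636 with the block and the span trend removed.

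Depth limits the low genes: the floor of 3 counts corresponded to 0.118 to 0.142 CPM, so falls to 0 counts are lower bounds. The depth of the RIP values is unknown.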

Other observations

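The late marker covariate, the tests on differences between replicates in total RNA and the higher and lower counts under the covariate and thinning were chosen only after the sample plot and first results were seen. The marker lists were fixed before the data were examined.

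Lowered features outnumbered raised ones at 2-fold or more in Top3b26 and Y332F. A candidate explanation is embryo age: these collections may have held younger embryos than the wild-type ones. Of 29 late cuticle and muscle genes tested, all 29 were lower in Top3b26, with a median log2 fold change of -4.46 (camera p 4.29e-08, adjusted over 24 list tests 1.03e-06, with the replicate block 2.24e-07). All 29 were lower in Y332F, with a median of -3.31 (camera p 9.72e-07, adjusted 6.42e-06, with the block 3.6e-06). They were also lower in delRGG, with a median of -1.39 (camera p 5.53e-06, adjusted 2.65e-05, with the block 2.03e-05). The mean late score, in log2 CPM around the average sample, was 1.18, 2.09 and 3.32 in wild-type replicates 1 to 3 and 2.25, 0.33 and -1.50 in delRGG replicates 1 to 3. It was -1.14, -2.32 and -2.25 in Top3b26 and -0.56, -1.11 and -0.28 in Y332F.

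The prediction that early genes would be raised was not met by the combined maternal and early zygotic list (camera p 0.254 in Top3b26 and 0.0737 in Y332F). The maternal genes alone were higher, 16 of 17 in Top3b26 (camera p 0.000288) and 15 of 17 in Y332F (camera p 0.00118), while early zygotic genes ran the other way, with 19 of 19 lower in Top3b26 (median -0.69, camera p 0.0849) and 13 of 19 lower in Y332F (median -0.37, camera p 0.681). The combined early list was higher in delRGG, in 28 of 36 genes (median 0.19, camera p 0.0296, adjusted 0.0444, with the block 0.0275). The difference between delRGG replicates 3 and 1, which share a genotype, correlated across all 10238 features with the Top3b26 change at 0.761. With the Y332F change it correlated at 0.753. Within the RIP genes the rank correlation with the Y332F change was 0.07, so this relation does not hold in every set of genes. With the late score in the model, 271 and 363 features were called. At 2-fold or more, 73 were then higher and 134 lower in Top3b26, so the share of lower calls went from 94.5% to 64.7%. In Y332F 69 were higher and 138 lower, and the share went from 95.4% to 66.7%. In delRGG, whose late scores overlap those of wild type, the share hardly moved, from 68.1% to 66.2%. The scores of Top3b26 and Y332F do not overlap those of wild type, so the covariate would remove calls there whatever the cause, and these counts do not decide for or against age. After thinning to equal library size, 5750 and 4678 features were called, and at 2-fold or more 94.3% and 94.7% were lower, so library size did not account for the imbalance. Gene length correlated weakly with the changes, with Spearman's rho of -0.136 and -0.123. The early zygotic genes leaned against the prediction for early genes in Top3b26 and Y332F, but neither list test passed (adjusted camera p 0.0993 and 0.681). The maternal genes went with that prediction (adjusted camera p 0.000628 and 0.00236). In delRGG 15 of 19 early zygotic genes were higher (median 0.313, camera p 0.678), the direction predicted for early genes. No collection ages were available, so the split between these lists does not decide for or against age. A difference in embryo age is thus not excluded. The alleles might instead slow development, in which case the covariate would remove their own effect; the design has no samples staged within genotype to separate these. A list of 25 neuronal genes was lower as well, 24 of 25 in Top3b26 (median -3.53, camera p 2.94e-07) and 25 of 25 in Y332F (median -2.61, camera p 1.07e-06), and carries the same ambiguity. Heat shock genes did not pass after adjustment (adjusted camera p 0.0993 and 0.06).

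Other splits of the same samples were fitted to see how often they gave as many calls, for total RNA on the compared samples alone. In each of the 6 total RNA comparisons, 1 of the 4 splits of the 6 samples that part the same-numbered pairs, the real one, reached its count, and 1 of all 10. Every other split gave 0 calls, with 3 to 1698 features at an unadjusted p-value under 0.05, and the remaining 6 splits kept a same-numbered pair together. With 10 splits the share cannot fall below 0.1, so this does not exclude chance. For features called in all 3 mutants, 2 of 100 regroupings within replicate number reached 362, the real one included, and the other gave 419. For RIP, 1 of the 8 splits that part the numbers 1 to 3 reached 645, as did 1 of all 84. The highest other split gave 377 and set Top3b-eGFP samples 4 to 6 against all others, the Y332F samples included. The split of Top3b-eGFP samples 3 to 5 against all others gave 323. The calls of both these splits can hold differences within Top3b-eGFP as well as between the groups.

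Changes of 4-fold or more in all 3 mutants in one direction involved 60 features, 11 higher and 49 lower. Of the 47 placed on a chromosome arm, 11 lay within 5 tested genes of another, against a median of 2 in random sets matched on expression, a count reached by a share of 0.0011 of 10000 sets. This is consistent with segments of strain background that the mutant stocks share and the wild type lacks. Neighbouring pairs, named after their values were seen, include Cyp4p2 with Cyp4p1 and mthl3 with mthl4, which are also paralogs that may share reads. Gnptab, named above as higher in all 3 mutants, lay within 5 tested genes of Cyp4p2, which was lower. The other pairs were CG34445 with Cyp6d2, Pka-C2 with asRNA:CR45189 and CG42587 with CR45458. The largest replicate range within any genotype reached 50% of the smallest of the 3 changes for 66.7% of these features. That measure does not use the late score, and low counts widen the ranges, so it leaves embryo age undecided. Of the 60, 18 were still called in all 3 mutants with the late score. One of the named genes, CG5568, kept a log2 fold change of 6.10 in Top3b26 with that score. Most of the placed features had no close neighbour in the set, and their changes were not traced to a cause.

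Longer genes were lower in the Y332F RIP. The slopes on gene span of the groups did not overlap, with a gap of 0.0286, yet slopes within Top3b-eGFP alone ran from -0.0378 to 0.0934, a spread similar to the difference between groups. Removing each sample's trend with span left 607 calls, of which 454 were among the original 645, so length bias did not fully account for the calls. RNA abundance in the RIP embryos was not measured. The total RNA change in Y332F, from other embryos, correlated with the RIP change at a rho of -0.215, and of 208 genes called in both, 55 changed in the same direction. An effect of abundance is therefore undecided. The signs of the replicate pairs neither favour nor exclude embryo age. The RIP change correlated with delRGG replicate 3 minus 1 in total RNA at a rho of 0.491, the largest in size among 12 replicate pairs, whose sizes started at 0.00471. The late score fell by 3.74 in that pair. Wild-type replicate pairs, in which the score rose by 0.905 to 2.13, also correlated positively with the RIP change, at 0.173 to 0.220. An age axis predicts opposite signs for these. Of the 12 pairs, 6 had the sign that an age axis predicts, all from Top3b26 and delRGG. The other 6, from wild type and Y332F, had the opposite sign. Pairs of one genotype share samples and are not independent. Some carry little information: the score changed by 0.074 in Top3b26 replicate 3 minus 2, and rho was -0.00471 for Y332F replicate 2 minus 1. The count of signs therefore cannot decide for or against age. Within the RIP genes, the Y332F change in total RNA hardly followed delRGG replicate 3 minus 1 (rho 0.07), so its negative correlation with the RIP change says little about age. That delRGG difference itself followed gene span (rho -0.565), and a rank correlation of 0.363 remained after span was removed. The tests thus leave embryo age undecided for the RIP samples. A lower recovery of RNA from genes of long span with the Y332F protein is at most a hypothesis. Transcript length was not measured.

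On the first principal component of the RIP samples (52.5% of variance), Top3b-eGFP samples 1 to 6 lay at -0.439, -4.54, 10, 15.3, 21.3 and 8.88, and Y332F samples 1 to 3 at -16.3, -15.4 and -18.9. Top3beta ranked 13 of 2141 genes by RIP level over wild-type total RNA, and between 10 and 22 in the single Top3b-eGFP samples. The RIP embryos carried a tagged form whose transcript may count as Top3beta, and the total RNA came from other embryos. No input or untagged control is among the samples. The rank therefore does not show that the protein binds its own RNA. In 11 RIP values tested for a single outlying sample among the 6 Top3b-eGFP samples, 0 stood apart.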
